A study of Schmidtea mediterranea with 8 samples. Its data were reported in "Egr-5 is a post-mitotic regulator of planarian epidermal differentiation" (2015).

How the data were processed

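RNA was measured in cells sorted by flow cytometry from adult Schmidtea mediterranea, a freshwater planarian flatworm. Dissociated cells were stained with Hoechst, a dye that binds DNA, and sorted into the X1 fraction and the Xins fraction. X1 is the fraction lost after irradiation and holds dividing stem cells, called neoblasts. Xins is the fraction that withstands irradiation and holds mostly post-mitotic cells. Per the labels, polyadenylated RNA from the sorted cells was made into libraries with an Illumina TruSeq kit, and each fraction was sampled in 4 replicates, giving 8 libraries.

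The authors deposited a single table of RPKM values, meaning reads divided by transcript length and by a library size, for 17882 transcripts in 8 libraries. The aligner, the transcript set and the filters used for these sorted libraries are not given in the sources used here. For the whole-worm RNAi libraries of the study, the authors stated alignment with bowtie to an assembled transcript set, a read tally per transcript and edgeR. Reads from near-identical transcripts could be split or dropped at that step, so values of gene families are uncertain to that extent. No genome or annotation was used here, and no coordinates are given.

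How the deposited RPKM values were made was read from their steps. The values were multiplied by 1 whole-number length per row and 1 size per library. All 17882 rows then came out as whole reads in each of the 8 libraries, within 0.001 of a read. Of 500 rows whose values were each first multiplied by a small random factor, 0 did so. The recovered reads came to 14323705 to 15523242 per library. For a row whose reads share a common divisor only the smallest solution is known, so recovered reads of low rows are lower bounds, and 44 rows have a recovered length under 200 nucleotides. The library sizes inside the RPKM values were 0.823 to 1.02 times the recovered reads in X1 and 1.02 to 1.15 times in Xins. Once divided by their geometric mean (1.001), these ratios differed by at most 0.0356% from trimmed-mean-of-M-values (TMM) factors computed from the recovered reads. The deposited RPKM values were therefore already scaled between libraries, on the assumption that most transcripts do not differ. Another factor per library would shift the log2 differences of well-expressed transcripts by a common amount. Only 1 row had a recovered total under 30 reads (16, a lower bound), so transcripts with fewer reads than about 30 were not analysed here.

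Because the values are RPKM, no count model was used. Values were transformed to log2(RPKM + 1), transcripts with a mean RPKM of at least 1 over the 8 libraries were kept (15563 kept, 2319 left out), and limma 3.58.1 in R 4.3.3 was fitted with an empirical Bayes mean-variance trend. The coefficient was X1 minus Xins, so that positive values are higher in X1, with two-sided tests and Benjamini-Hochberg adjustment over the transcripts kept. A log2 difference is on the log2(RPKM + 1) scale, which understates changes of low transcripts. A transcript was counted as different at an adjusted p under 0.05, and as different at least 2-fold when the absolute log2 difference was also above 1. Lists of transcripts were tested with camera at a preset correlation of 0.01, with fry and camera with an estimated correlation beside it, and Benjamini-Hochberg adjustment over 9 lists. Numbers detected were compared with an exact two-sided permutation test, whose smallest p with 4 against 4 libraries is 0.0286. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

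All lists but 1 came from the study's own screens on other samples. Those were transcripts lowered in both chd4 and p53 RNAi worms, in p53 RNAi only, in chd4 RNAi only, and transcripts raised in either. Others were 29 candidates of an in situ hybridization screen and transcripts with an AGAT-1 mesenchymal, gut or neoblast in situ pattern. The last list was put together here from 7 replication transcripts (MCM2 to MCM7 and PCNA by protein hit). X1 was sorted to hold dividing cells, so that list checks the sort. Each list had at least 81.0% of its transcripts in the table, before the filter on mean RPKM. After it, 466 of 587 lowered in both and 507 of 663 lowered in chd4 RNAi only were tested. Of the raised list 355 of 515 were tested, and of the gut pattern 28 of 37. The shared members given next count all listed transcripts. The lists share members: 26 of the 29 candidates were lowered in both RNAi conditions, 15 belong to the AGAT-1 mesenchymal pattern and 10 to the gut pattern, 51 transcripts of the AGAT-1 mesenchymal pattern and 36 of the gut pattern were lowered in both, and all 7 replication transcripts and 19 of 21 of the neoblast pattern were lowered in p53 RNAi only. Gene names came from the study's tables. Named in the text are the candidates and markers so fixed, and the transcripts with the largest difference in each direction among those past the threshold, with no overlap between fractions and a mean RPKM of at least 10 in the higher fraction: 5 in each direction where the study's tables name them, otherwise 2 identifiers. The groups, tests, lists, naming rule and alternatives were fixed before the data were examined, except 2 alternatives chosen afterwards: limma-voom on the recovered reads, and library sizes from summed reads. The other alternatives were pseudocounts of 0.1 and 5, no filter or a minimum mean of 5 RPKM, median-ratio rescaling, rescaling to a common sum, quantile normalization, no trend, the replicate number as a block, each library left out in turn, exact permutation for named genes, and detection at 0.5 or 5 RPKM.

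The fit was tested on simulated data for X1 against Xins: reads drawn for the real transcripts with a dispersion of 0.0254, the median within groups, were turned to RPKM and fitted on 15574 transcripts. Of 199 changed transcripts that passed the filter, 100% of those changed 4-fold and 91.9% of those changed 2-fold were called, 0 in the wrong direction. Of all calls, 5.91% were unchanged transcripts. In the simulation few transcripts changed, 1 dispersion served for all and the library sizes were known. In the real data 12011 of 15563 transcripts differed and the scaling was uncertain, so these rates may not carry over. Replicates were compared for duplicated libraries on transcripts with at least 20 reads: over 12 pairs within a fraction, chi-square per degree of freedom ran from 13.1 to 36.1, far beyond sampling noise, so all 8 libraries were kept as separate replicates. The early-progeny marker prog-1 was not analysed here, because its transcript was not identified in the tables used. Where a transcript has 0 reads in a fraction, 3 reads over the 4 libraries were taken as the floor. Floors cover counting error only.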

Results

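To ask in which sorted fraction planarian transcripts are found, transcript levels were compared between 4 libraries of X1 cells (dividing stem cells, or neoblasts) and 4 of Xins cells (irradiation-insensitive, mostly post-mitotic cells). Recovered depth was 14652098 ± 371175 reads in X1 and 14865460 ± 485188 in Xins (mean ± SD, n = 4 each). The 10 most abundant transcripts took 9.43% to 10.3% of reads in X1 and 9.27% to 9.98% in Xins.

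Replicates resembled each other far more than the fractions did. Across transcripts, Pearson correlations of log2(RPKM + 1) ran from 0.974 to 0.986 between X1 libraries and from 0.966 to 0.979 between Xins libraries. Between fractions they ran from 0.582 to 0.703. The first principal component held 91.5% of the variance and separated X1 from Xins, and the second held 2.19%.

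Fewer transcripts were detected in X1. At 1 RPKM or above, 12798 ± 131 transcripts were found in X1 and 15238 ± 106 in Xins (mean ± SD, n = 4), and all X1 libraries lay below all Xins libraries (exact two-sided permutation p of 0.0286, the smallest that 4 against 4 can give). The cutoff moved these numbers most: at 5 RPKM they were 8545 and 10054. With at least 1 RPKM in all 4 libraries of one fraction and under 0.1 in all 4 of the other, 15 transcripts were detected in X1 only and 359 in Xins only. Leaving a library out can only keep or raise these small counts, since the rule covers all libraries of both fractions. The Xins-only count rose most without X1 replicate 4, to 567. The X1-only count was 28 without Xins replicate 2 and 26 without Xins replicate 3.

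**Figure D1:**
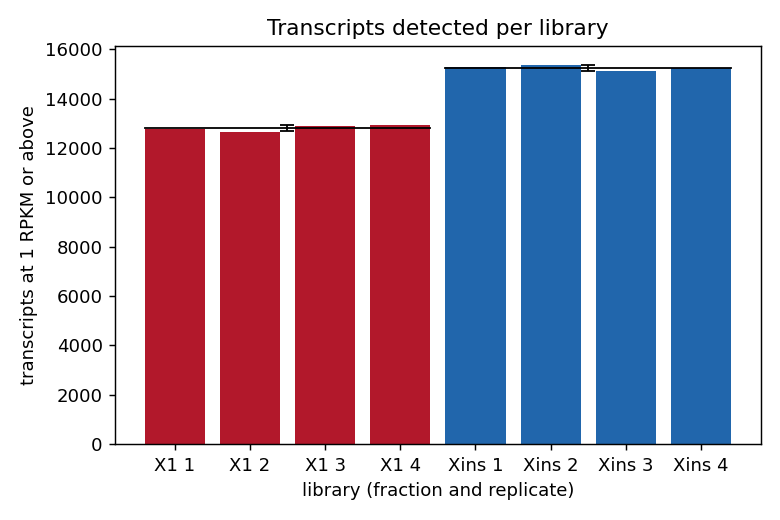
Number of transcripts at 1 RPKM or above (vertical axis, from 0) in each library (horizontal axis); bars are libraries, lines are the mean of each fraction and error bars its SD (n = 4). The 4 X1 libraries lie between 12637 and 12932 and the 4 Xins libraries between 15106 and 15361.

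Most transcripts differed between fractions. Of 15563 transcripts tested with limma, 12011 differed at an adjusted p under 0.05, of which 5519 were higher in X1 and 6492 higher in Xins. At least a 2-fold difference was found for 8368, with 3423 higher in X1 and 4945 higher in Xins. The pseudocount moved the 2-fold count most, to 5100 with a pseudocount of 5. The balance between directions depended on the scaling: 45.9% of calls were higher in X1 with the values as deposited, 57.2% after quantile normalization (7027 higher in X1 and 5266 in Xins) and 39.6% with library sizes from summed reads (4697 and 7179). With a minimum mean of 5 RPKM it was 54.2% (4380 and 3708). The median log2 difference of all transcripts was -0.11 as deposited, 0.25 after quantile normalization and -0.32 with summed reads. Differences below are to be read against that shift.

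The study used these libraries to ask where egr-5 is expressed. egr-5 (SMED30029873), which encodes an early growth response zinc-finger protein, was at 2.46 ± 0.632 RPKM in X1 and 51.3 ± 3.95 RPKM in Xins (mean ± SD, n = 4), from 184 and 4730 reads. The log2 difference was -3.93 (SE 0.16, limma adjusted p of 1.3e-09), and all 4 Xins libraries lay above all 4 X1 libraries. It was most reduced, to -2.92, by a pseudocount of 5. The X1 level was 4.79% of the Xins level, a nonzero value in each X1 library (1.80 to 3.24 RPKM).

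AGAT-1 (SMED30018353), a marker of late epidermal progeny, was at 4.04 ± 2.00 RPKM in X1 and 791 ± 27.0 RPKM in Xins, a log2 difference of -7.39 (SE 0.25, limma adjusted p of 3.7e-10). zpuf-6 (SMED30030681) differed by -6.07 (SE 0.37, limma adjusted p of 2.5e-08), with 7.40 ± 5.63 RPKM in X1 and 483 ± 97.4 in Xins. vim-3 (SMED30024865) was low in both fractions, with 0.527 ± 0.367 RPKM in X1 and 3.80 ± 1.05 in Xins, and differed by -1.66 (SE 0.23, limma adjusted p of 3.1e-05). For AGAT-1, zpuf-6 and vim-3, the 4 Xins libraries lay above the 4 X1 libraries.

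Of the 29 candidates, 27 were higher in Xins, 26 of them past the threshold, and 16 of these differed by more than 4 on the log2 scale. Of all 29 candidates, 27 had no overlap between the fractions' libraries, which chance gives for 2.86% of transcripts that do not differ. Most transcripts did differ, and the share of all transcripts without overlap is not given here, so this does not set the candidates apart. acsl-2 and nkx-2.2 overlapped. Over the list the median log2 difference was -4.54 (mean -3.87, camera adjusted p of 5.1e-08), and adjusted over the list alone the counts were the same, 2 higher in X1 and 26 higher in Xins. acsl-2 was the candidate short of the threshold, with -0.52 (limma adjusted p of 0.088) and overlapping libraries. It passed the threshold without Xins replicate 1 (-0.76, limma adjusted p of 0.0089), with a common sum (-0.71), with summed-read library sizes (-0.77) and with limma-voom on recovered reads (-0.53). Without Xins replicate 4 its difference was -0.26 (limma adjusted p of 0.26). zpuf-2 had 0 reads in the 4 X1 libraries and 817 in Xins. A floor of 3 reads over the X1 group allows 0.131 RPKM there, so zpuf-2 was at least 225-fold lower in X1 than its 29.5 RPKM in Xins.

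Both candidates higher in X1 have a gut pattern in the study's screen. zfp-2 (SMED30002213) was at 66.0 ± 8.95 RPKM in X1 and 32.8 ± 5.94 in Xins, a log2 difference of 0.99 (SE 0.16, limma adjusted p of 1.0e-04). nkx-2.2 (SMED30011793) was at 9.41 ± 2.35 RPKM in X1 and 4.93 ± 2.85 in Xins, a log2 difference of 0.91 (SE 0.32, limma adjusted p of 0.020). The libraries of nkx-2.2 overlapped, the exact two-sided permutation p was 0.0571, and without Xins replicate 1 the difference was 0.62 (limma adjusted p of 0.060). The call for nkx-2.2 was also lost with rescaling to a common sum (0.75) and with library sizes from summed reads (0.69).

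**Figure D2:**
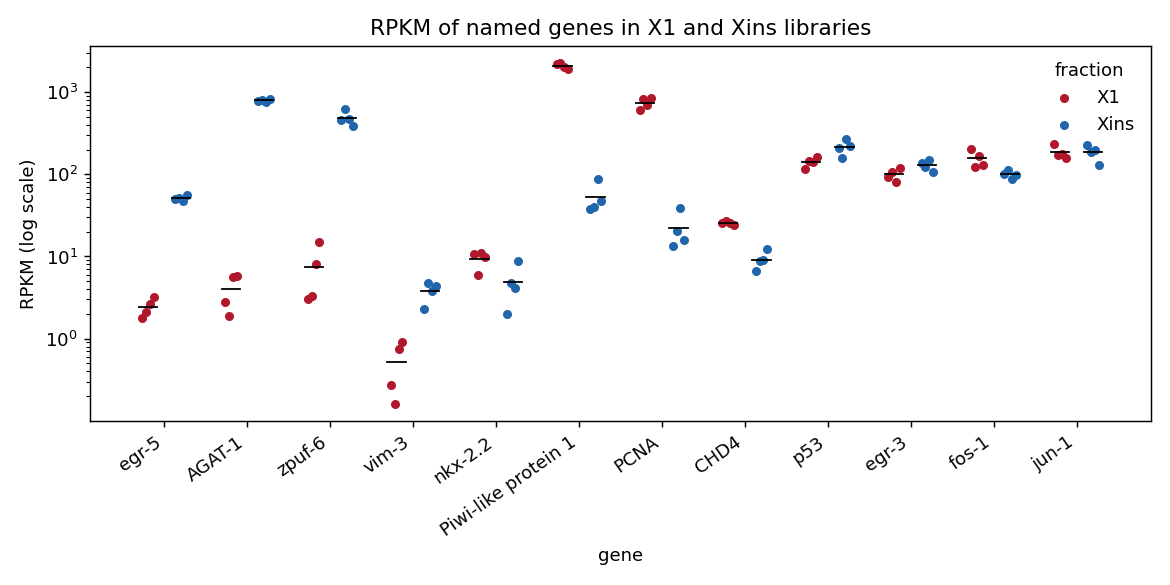
RPKM (vertical axis, log scale) of 12 named genes (horizontal axis) in each X1 (red) and Xins (blue) library; points are libraries and black lines the mean of each fraction (n = 4). egr-5 sits at 1.80 to 3.24 RPKM in X1 and 47.1 to 56.6 in Xins, while jun-1 overlaps between fractions.

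Stem-cell and replication markers were higher in X1. Piwi-like protein 1 (SMED30007406, named by its protein hit) was at 2104 ± 157 RPKM in X1 and 53.1 ± 22.9 in Xins, a log2 difference of 5.36 (SE 0.23, limma adjusted p of 1.5e-09). PCNA (SMED30004304) was at 740 ± 115 and 22.2 ± 11.8 RPKM, a log2 difference of 5.10 (SE 0.27, limma adjusted p of 7.7e-09). Piwi-like protein 2 differed less, by 2.34 (limma adjusted p of 1.7e-07), with 204 ± 49.98 RPKM left in Xins against 1014 ± 102 in X1.

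The regulators whose RNAi defined the lists differed little or moderately. CHD4 (SMED30024368) was at 25.4 ± 1.34 RPKM in X1 and 9.17 ± 2.38 in Xins, a log2 difference of 1.40 (SE 0.17, limma adjusted p of 1.1e-05). p53 (SMED30026364) was at 141 ± 19.0 RPKM in X1 and 212 ± 44.3 in Xins, a log2 difference of -0.57 (SE 0.17, limma adjusted p of 0.0082). Its libraries overlapped, and the exact two-sided permutation p was 0.0571. Of 3 early-response genes, fos-1 (SMED30013808) was at 156 ± 36.3 RPKM in X1 and 99.7 ± 10.9 in Xins and differed by 0.62 (SE 0.17, limma adjusted p of 0.0048), but not past the threshold with summed-read library sizes (0.37, limma adjusted p of 0.097) or a common sum (0.43, limma adjusted p of 0.066). The early growth response gene egr-3 (SMED30009224) was at 99.6 ± 17.1 and 129 ± 18.4 RPKM and differed by -0.38 (SE 0.16, limma adjusted p of 0.043), a call lost without each of X1 replicates 1 to 3 and Xins replicates 1 to 3 (limma adjusted p from 0.060 to 0.15) without a mean-variance trend (0.064) and under exact permutation (p of 0.0571). With summed-read library sizes the egr-3 difference was -0.63 (limma adjusted p of 8.1e-04) and with a common sum -0.57 (limma adjusted p of 0.0013). jun-1 (SMED30001802) was at 186 ± 32.7 and 186 ± 40.4 RPKM and did not differ (0.02, SE 0.18, limma adjusted p of 0.94); its sign turned with the scaling and without X1 replicate 1 (-0.10) or Xins replicate 4 (-0.15).

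The transcripts lowered by RNAi fell on different sides. Those lowered in both chd4 and p53 RNAi had a median log2 difference of -1.61 (466 tested, camera adjusted p of 7.7e-09), with 70 higher in X1 and 334 higher in Xins past the threshold. Those lowered in chd4 RNAi only had a median of -0.83 (507 tested, camera adjusted p of 3.0e-05), with 79 and 299. Those lowered in p53 RNAi only had a median of 1.91 (575 tested, camera adjusted p of 4.2e-15), with 430 and 131. Those raised in either RNAi had a median of -1.53 (355 tested, camera adjusted p of 4.4e-06), with 62 and 238. Adjusted over the list alone, these counts were the same for the lists lowered in both and in p53 RNAi only, 78 and 299 for chd4 RNAi only, and 63 and 239 for the raised list.

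Lists by in situ pattern separated further. The AGAT-1 mesenchymal pattern had a median of -5.42 (56 tested, camera adjusted p of 1.0e-16), with 55 higher in Xins and 1 higher in X1. With the 1 transcript at 0 reads in X1 set to a bound from its floor the median was -5.49. A floor cannot make a log2(RPKM + 1) difference more negative, so that median mixes this scale with another. The gut pattern had a median of -1.67 (28 tested, camera adjusted p of 7.0e-05), with 24 higher in Xins and 3 higher in X1. The neoblast pattern had a median of 2.94 (21 tested, camera adjusted p of 2.1e-08), with 19 higher in X1 and 1 higher in Xins. All 7 replication transcripts were higher in X1, with a median of 5.24 (camera adjusted p of 7.6e-06). Adjusted over the list alone, these counts were the same. For all 9 lists the median and the mean had the same sign. All 9 held under fry (adjusted p of at most 2.4e-06), and none of the 9 held under camera with an estimated correlation (adjusted p of 0.115 for each).

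**Figure D3:**
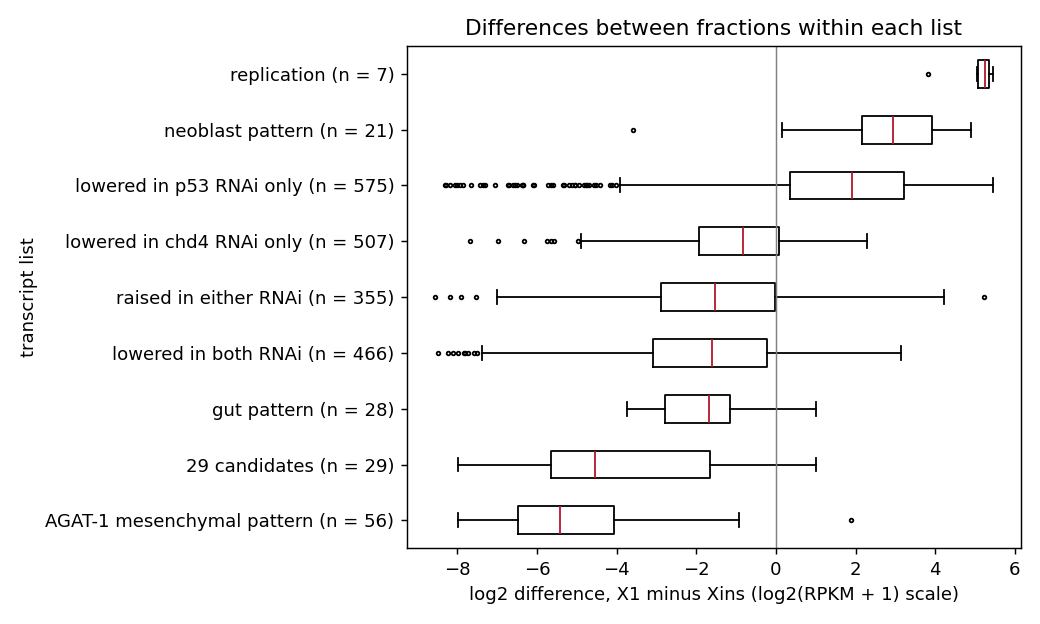
Log2 difference X1 minus Xins on the log2(RPKM + 1) scale (horizontal axis) for the transcripts of each list (vertical axis); boxes span the quartiles with the median in red, whiskers reach the farthest value within 1.5 box lengths, and points are values beyond. The replication and neoblast lists lie to the right of 0, with medians of 5.24 and 2.94, and the AGAT-1 mesenchymal pattern lies to the left, with a median of -5.42.

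The largest differences among transcripts of at least 10 RPKM were in both directions. In X1, SMED30012024 was at 108 ± 31.0 RPKM against 0.826 ± 0.605 in Xins, a log2 difference of 5.92 (limma adjusted p of 1.8e-09). SMED30000949 was at 153 ± 19.2 against 1.76 ± 1.39 RPKM, also 5.92 (limma adjusted p of 3.0e-09). SMED30030946, with a top protein hit to the replication factor MCM7, was at 149 ± 24.1 against 2.48 ± 0.723 RPKM, and SMED30002436, with a hit to histone H2A.J, at 1078 ± 194 against 25.1 ± 9.93 RPKM, both with a log2 difference of 5.44. In Xins, SMED30002634 was at 8569 ± 1815 RPKM against 26.4 ± 29.4 in X1, a log2 difference of -9.20 (limma adjusted p of 3.1e-07), with X1 libraries from 2.75 to 64.5 RPKM. SMED30024584 was at 1173 ± 223 against 1.88 ± 1.02 RPKM, a log2 difference of -8.73 (limma adjusted p of 1.8e-10). The tables used here give no names for these Xins transcripts or for the 2 leading X1 transcripts.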

Values the study reported

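The study reported 1,250 genes lowered by chd4 RNAi and 1,174 lowered by p53 RNAi in whole worms, of which 587 were common to both. It chose 29 of the genes screened by in situ hybridization as candidates for further work.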

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

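The tests of depth, carried-over cells, scatter of reads and chance in this part were chosen after the values were seen, while the fits with 1 library left out were planned. A library was picked out where its gap to the nearest of its 3 partners took up more of the range of the 4 than Dixon's critical value allows, which chance gives in about 1 of 20 groups. Of 94 groups examined, 3 had such a value, against 4.7 from chance.

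Xins replicate 4 had 393 transcripts at 0 reads, against 103 to 146 in the other Xins libraries. Lower sequencing depth is argued against, since the library held 100.7% of the mean reads of its partners. Fewer X1 cells carried over would lower the replication transcripts, but these stood at 2.13% of their X1 mean in this library, above the lowest partner at 0.950%. Fewer distinct molecules may be the cause. At 20 to 50 reads, its reads scattered around its partners' mean with an SD of 0.974 on the log2 scale, the highest of the 8 libraries (0.609 to 0.8289 in the others). In this library 101 transcripts were at 0 where each partner had at least 5 reads. Whether such zeros entered that SD was not examined, so it may not be separate from the zeros it would explain. A library from a somewhat different mix of cells would scatter as well, so that remains open. No biological explanation was tested, since the labels give none within a fraction.

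acsl-1 was at 4.40 RPKM in X1 replicate 1 and 2.67 to 2.92 in the other X1 libraries, and cyp3142A1 at 0.658 RPKM in X1 replicate 3 and 0.166 to 0.246 in the others. Chance among many groups of 4 may explain these 2 gene values, which are no more than it gives over the groups examined. No biological explanation was tested. With 1 library left out, both genes stayed higher in Xins, acsl-1 by log2 differences of -1.49 to -1.07 and cyp3142A1 by -5.87 to -5.70.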

How the results depend on the processing

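Limma-voom on recovered reads and library sizes from summed reads were chosen after seeing the data. Of the alternatives run, 707 comparisons for the 37 named genes kept direction and side of the threshold, 17 lost the threshold, 5 gained it and 6 changed sign, and 30 of the 37 genes kept both throughout. For the 9 transcripts named by identifier, 170 comparisons kept both and 9 lost the threshold, all of SMED30033179. egr-5 lay between -4.43 and -2.92 over 19 alternatives (limma adjusted p at most 8.9e-08), and AGAT-1 between -7.79 and -6.49 (at most 3.0e-08).

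jun-1, which did not differ, changed sign with median-ratio rescaling (-0.035), rescaling to a common sum (-0.18), library sizes from summed reads (-0.24) and quantile normalization (-0.074), without X1 replicate 1 (-0.097) and without Xins replicate 4 (-0.15), in a range of -0.15 to 0.12 with 1 library left out. For the first 3 the median of all transcripts moved the same way, from -0.11 to -0.16, -0.27 and -0.32. For quantile normalization it moved the other way, to 0.25, and the cause was not tested. zfp-3 lost the threshold only with quantile normalization, p53 only under exact permutation.

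A minimum mean of 5 RPKM left 10044 transcripts, with 8088 different, 3708 of them higher in Xins, and 5432 different at least 2-fold, 2699 of them higher in Xins. Fewer transcripts tested account for the lower counts. vim-3, zfp-3, traf-4, slc25a-19 and cyp3143A1 have no value under it. A pseudocount of 5 gave 5100 different at least 2-fold, 2801 of them higher in Xins, since it shrinks the differences of low transcripts. Counts under the other alternatives were within 1.5 times, and with 1 library left out 11606 to 11919 transcripts differed.

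At 0.5 RPKM the mean number detected was 14260 in X1 and 16492 in Xins, with 29 transcripts in X1 only. At 5 RPKM it was 8545 and 10054, with 0 in X1 only and 83 in Xins only. The direction and exact p of the difference were the same under each. With 1 library left out, which can only keep or raise these counts, 370 to 567 were in Xins only and 16 to 28 in X1 only.

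All 9 lists kept direction under each alternative. With camera and an estimated correlation all lost the threshold (adjusted p of 0.115), with the medians unchanged by construction: -4.54 for the candidates, -1.61, 1.91 and -0.83 for those lowered in both, in p53 and in chd4 RNAi only, -1.53 for those raised, -5.42, -1.67 and 2.94 for the AGAT-1 mesenchymal, gut and neoblast patterns, and 5.24 for replication. The estimated correlation within lists was 0.0590 to 0.686, above the preset 0.01.

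Replicate numbers do not pair the samples: deviations of same-numbered X1 and Xins libraries correlated at 0.269, -0.187, -0.118 and -0.0163. With the replicate block, 11911 transcripts differed (5457 higher in X1, 6454 in Xins), 8377 of them at least 2-fold (3425 and 4952). Among named genes acsl-2 was then past the threshold, and egr-3 and SMED30033179 were not. Depth limits the lowest transcripts, such as traf-4 with 8 reads in X1.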

Other observations

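The tests of other splits, depth, scaling of detection, abundant transcripts, scatter of reads, transcript length and carried-over cells were chosen after the results were seen, as was the use of quantile normalization to weigh the balance of calls. The fits under each alternative other than summed-read library sizes and limma-voom were planned.

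Of the 35 splits of the 8 libraries into 4 and 4, 1 gave 12011 transcripts at a limma adjusted p under 0.05, the split into X1 and Xins. That share, 2.86%, is the smallest that 35 splits can give, and chance can be excluded only at the level of 0.05. The other 34 gave 0. Each of them mixes the fractions, which widens the spread within its groups, so the counts do not measure how far the real split stands out. At an unadjusted p under 0.05 they gave 14 to 1089, against 12195 for the real split.

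Fewer transcripts were detected in X1, and library size does not account for it. After every library was thinned to 14323705 reads, X1 still had -2510 transcripts with at least 10 reads relative to Xins (13962 ± 143 against 16471 ± 126). With library sizes from summed reads, so without the authors' scaling, the difference at 1 RPKM was -2862. The 10 most abundant transcripts took 0.318 percentage points more of the reads in X1, within the spread between replicates of 0.380. Whether the X1 libraries hold fewer distinct molecules cannot be told apart from a narrower range of cell types. Reads scattered around the partners' mean by 0.0413 more on the log2 scale in X1 than in Xins, but that small difference rests on Xins replicate 4. Without it the difference was 0.118, with an SD of 0.0591 between the other Xins libraries, and the libraries overlapped (lowest X1 0.701, highest other Xins 0.727). Transcripts at 0 where each partner had at least 5 reads numbered 37 to 77 in the X1 libraries, above the 4 to 21 of Xins replicates 1 to 3 with no overlap, and below the 101 of Xins replicate 4. That goes with fewer distinct molecules in X1, but carried-over cells that vary between X1 libraries would give it too. A narrower range of cell types in X1 is a hypothesis that stays open.

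More calls were higher in Xins than in X1, and whether that majority comes from the scaling cannot be told apart here, because the scalings move it in different directions. After quantile normalization 57.2% of calls were higher in X1, against 45.9% as deposited. The other scalings enlarged the Xins majority, with 44.8% higher in X1 after median-ratio rescaling, 41.0% with a common sum and 39.6% with summed-read library sizes, which removes the scaling of the authors. With a minimum mean of 5 RPKM the share was 54.2%, so low transcripts weigh on it too. Transcript length is argued against, since the share of calls higher in X1 moved by 1.67 percentage points over quartiles of recovered length (44.9% to 46.6%). The deposited scaling assumes that most transcripts do not differ, while 12011 of 15563 did, so which fraction has more raised transcripts stays open.

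egr-5 stood at 4.79% of its Xins level in X1. Cells carried over in the proportions of the Xins fraction would bring all their abundant transcripts at that share or more. Of the 40 other transcripts of the AGAT-1 mesenchymal pattern that were at least as abundant as egr-5 in Xins, 31 had a highest share in any X1 library below the lowest egr-5 share (3.50%), and the median was 1.26%. Such carry-over alone is therefore argued against as the whole source, while it may supply part. egr-5 did not stand apart from the whole pattern, since 6 of the 40 were at its share or above. Carry-over of particular cells rich in egr-5, and low expression in X1 cells, were not tested here, and these values do not decide between them. The study reported that egr-5 was not detectable in stem cells by fluorescent in situ hybridization, with those data not shown.

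The 2 Piwi-like transcripts remained in Xins at different shares. Piwi-like protein 1 stood at 2.53% of its X1 level, within the range of the 7 replication transcripts (1.67% to 6.67%, median 2.02%), consistent with a small share of X1 cells in Xins. Piwi-like protein 2 stood at 20.1% (14.3% to 26.3% over libraries), and the highest replication transcript at 6.67%, so carried-over dividing cells alone do not supply it. Its expression in Xins cells is an untested hypothesis, and reads shared between related Piwi transcripts were not examined.

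Members that went against their list were picked after their values were seen. SMED30029717, with a neoblast pattern in the study's screen, had 0 reads in the 4 X1 libraries and 342 in Xins (11.2 ± 1.76 RPKM), at least 94.3-fold lower in X1 by a floor of 3 reads over the group (0.118 RPKM). SMED30006065, with an AGAT-1 mesenchymal pattern, was at 3.08 ± 0.755 RPKM in X1 and 0.0879 ± 0.0555 in Xins, a log2 difference of 1.89 (limma adjusted p of 8.4e-07), from 1250 and 42 reads. In the gut pattern, SMED30033179 was higher in X1 by 0.35 (limma adjusted p of 0.035), beside zfp-2 and nkx-2.2. Its call was lost with median-ratio rescaling (0.30), rescaling to a common sum (0.17) and summed-read library sizes (0.11), and without X1 replicates 2 (0.38), 3 (0.29) or 4 (0.35) or Xins replicates 2 (0.34) or 3 (0.29), with limma adjusted p from 0.022 to 0.53 over its alternatives.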
